A study of Mus musculus with 6 samples. Its data were reported in "K-Ras and p53 mouse model with molecular characteristics of human rhabdomyosarcoma and translational applications" (2022).

How the data were processed

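RNA sequencing of 6 mouse cell lines, 1 library per line, was re-analysed from the deposited table of counts per gene. Per the labels and the methods of the study, the authors extracted total RNA with a column kit, sequenced paired-end libraries, trimmed the reads with Trim Galore, aligned them with STAR to the mm10 genome, and counted reads per gene with featureCounts against a Gencode gene model. The deposited values are whole-number counts with no normalization, and the versions, the gene model release, the strand setting and the treatment of multi-mapping reads were not stated. The labels give one culture medium and the methods of the study another, so the medium is uncertain. The table holds 55487 genes, of which 55141 had a position on GRCm38 in GENCODE release M21, and gene symbols and identifiers were taken from the table itself. A further 2 columns of the table match no labelled sample and were not used. The 37 mitochondrial genes in the table have 0 counts in every line. Total counts ran from 17919028 to 21275187, and the upper limit of a count of 0 was taken as 3 counts, 0.141 to 0.167 CPM by library, which covers counting error only, since the reads carry no molecular identifiers. No pair of libraries was a copy of another (the smallest chi-squared per degree of freedom between 2 lines was 117).

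Lines were grouped by source name into K-Ras G12D (KMR78, KMR72, KMR46 and KMR19) and K-Ras WT (MR42 and MR17). The genotype field of KMR78 contradicts its title and source name, and the p53 genotype in it contradicts the list of lines given by the study, so p53 genotype was not a covariate, and KMR78 was placed with the WT lines or left out in alternatives. The tests, samples, thresholds, gene lists and naming rule were fixed before the data were examined.

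The K-Ras groups were compared with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr with a minimum count of 10, robust dispersion), which tested 14364 genes with 4 residual degrees of freedom and a biological coefficient of variation of 0.578. The TMM factors were 1.041 for MR42, 0.993 for MR17, 0.971 for KMR78, 0.941 for KMR72, 1.004 for KMR46 and 1.055 for KMR19. A gene counted as changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5, the thresholds of the study. CPM values are counts over the TMM-scaled total of the tested genes. The median log2 fold change of all genes was 0.03 with TMM, 0.02 with DESeq2 size factors and -0.00396 with upper-quartile factors. The tool of the study, DESeq2 (here 1.42.0), was an alternative, as were limma-voom, other scalings and filters, a test against the 1.5-fold change, p53 genotype as a term, sex-linked genes left out, and leaving out each line. Each gene list was tested with camera of limma 3.58.1 with a preset correlation of 0.01, two-sided and adjusted over the lists, and with an estimated correlation and fry as alternatives. The p53 comparison (KMR46 against KMR72 and KMR19) used edgeR on 5 lines in 3 genotype groups with 2 residual degrees of freedom. Similarity used Pearson correlation of log2 CPM (prior count 2), principal components, and an exact permutation over all 15 splits of the lines into 4 and 2. Permutation tests and figures used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

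The procedure was tested on simulated data, with counts drawn from the means, library sizes and spread of the real genes and 230 of 14364 genes changed in each of 3 runs, 200 of them 2-fold to 16-fold in either direction and a set of 30 raised 1.75-fold. For the comparison of 4 with 2 lines edgeR recovered 0% of genes changed 1.75-fold or 2-fold, 16.7% at 4-fold, 48.7% at 8-fold and 67.3% at 16-fold, and 9.13% of its calls were false. DESeq2 recovered 7.78%, 4.67%, 54.7%, 74.7% and 80.7% at the same sizes, and 42.4% of its calls were false. Camera called the raised set of 30 genes in 3 of 3 runs and the flat set in 0. The simulated genes were drawn independently, whereas the estimated correlation reached 0.871 in a real list (interferon response). The runs therefore do not show how often camera calls a correlated list falsely.

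The lists covered Ras/MAPK output, p53 targets, myogenic specification, sarcomere and terminal muscle, proliferation, mRNA splicing, the hedgehog, Wnt and Notch pathways, YAP/TAZ targets, FGF and IGF signalling, chemokines, cytokines and proteases, class I antigen processing, interferon response, oxidative phosphorylation, glycolysis, cholesterol synthesis, ribosomal proteins, fibroblast and matrix, smooth muscle, early stress, positional and sex-linked genes, and markers of immune, endothelial, Schwann and neural, epithelial, adipocyte, and chondrocyte and osteoblast cells. Of the 29 lists 28 were tested, and 3 list symbols were not in the table. A minimum of 3 tested members per list was added after the data were seen, when the endothelial list, with 2 tested genes, had passed camera; it is given by its genes only.

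The genes named by rule were Kras, Trp53 and the genes the study stained, targeted or named; the 10 largest and 10 smallest fold changes among protein-coding genes that passed, with a mean log2 CPM above 2, a symbol other than a clone or predicted-gene name, and all G12D lines on 1 side of both WT lines; up to 4 passing members of each list, or the 2 of smallest p; the 2 highest members of lists of other cell types; the 3 largest changes each way among genes that passed in the p53 comparison, with a mean log2 CPM above 2; and positional or sex-linked genes over 5 CPM in a line. Since edgeR called 0 genes, the second part named none, and the 10 largest and smallest fold changes among DESeq2 calls under the same conditions and the 10 genes of smallest edgeR p were added after the values were seen. Further members of a list that the text names, such as Dusp6, Pcsk9, Tap1, Nlrc5, H2-K1, Serpine1, Acta2, Mki67, Pax7 and the immune markers, were also chosen after their values were seen. Leaving out KMR78 from DESeq2, DESeq2 on the R172H/+ lines only, adding the counts of named pseudogenes to their parent gene, and testing protein-coding genes only were alternatives added after the data were seen.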

Results

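Gene expression was measured by RNA sequencing in 6 cell lines established from tumours of mice in which Cre, driven by the MyoD promoter, activated mutant K-Ras or p53 alleles in muscle precursors. Of these, 4 lines were named K-Ras G12D mutant (KMR78, KMR72, KMR46 and KMR19) and 2 were named K-Ras wild type, WT (MR42 and MR17). Each line gave 1 library, and nothing in the labels says whether cultures were repeated, so the single-gene p-values below measure the spread between these lines. The camera p-values instead compare the genes of a list with the other genes, and depend on the correlation assumed or estimated between genes. The permutation p-values for pseudogene families and for neighbouring genes shuffle genes, and do not measure the spread between lines. The total count was 17919028 in MR42, 19224035 in MR17, 18750134 in KMR78, 19228810 in KMR72, 18063709 in KMR46 and 21275187 in KMR19. At these depths a count of 0 allows up to 0.141 to 0.167 CPM (counts scaled to a common library size), counting error only. The labels of KMR78 disagree: its title and source name give K-Ras G12D, and its genotype field gives K-Ras WT with p53 F/+ (1 floxed and 1 wild-type allele). The study itself describes KMR78 as isolated from a K-Ras-mutated tumour and lists it with mutant p53 (R172H/+), so its p53 label is in conflict as well. KMR78 was grouped by its source name, and its p53 status was taken as unknown. Among the other lines KMR46 was p53 F/+, and KMR72, KMR19, MR42 and MR17 carried p53 R172H/+, a knock-in of mutant p53.

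The targeted genes were read first, as a check of the labels. Kras (ENSMUSG00000030265, chromosome 6, 145216699 to 145250239, GRCm38), which encodes the GTPase altered in the model, averaged 163 ± 47.1 CPM (SD, n = 4) in the G12D lines and 105 ± 35.9 CPM (SD, n = 2) in the WT lines. Its log2 fold change was 0.64 (SE 0.365, edgeR adjusted p = 0.526), which did not pass. Trp53 (ENSMUSG00000059552, chromosome 11, 69580359 to 69591873), which encodes p53, stood at 2.76 CPM in KMR46, between 215 and 332 CPM in the other 3 G12D lines, and at 137 CPM in MR42 and 155 CPM in MR17. The F/+ label of KMR46 names a wild-type allele besides the floxed one, yet its Trp53 level was far under that of every other line. The reason was not tested. KMR78, whose genotype field reads p53 F/+ against the R172H/+ of the study, had 332 CPM of Trp53. Between the K-Ras groups the log2 fold change of Trp53 was 0.44 (SE 1.302, edgeR adjusted p = 0.914). Gene totals do not separate mutant from wild-type alleles, so neither gene tests the K-Ras label of KMR78.

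In RNA of the cultured lines, the muscle genes that the study stained for or named were low or differed from line to line. The study stained desmin and myogenin as proteins, in primary tumours and in tumours grown from KMR19, KMR46 and KMR72. It described the patterns as compatible with rhabdomyosarcoma, so the values here are of another measure and tissue. Des, which encodes the muscle filament desmin, was at 337 CPM in MR42, 15.1 CPM in KMR78, 7.05 CPM in KMR19, 3.46 CPM in MR17, and 0.33 CPM in KMR46 and 0.5 CPM in KMR72. Myog, the differentiation factor myogenin, reached 1.43 CPM in KMR78 and at most 0.43 CPM in the other lines, and Myod1, whose promoter drove Cre, was at 33.6 CPM in KMR78 and at most 0.33 CPM elsewhere. Neither entered the edgeR test, whose filter asks for enough counts in more than 1 line. Myf5, a factor of early muscle precursors, was at 224 CPM in MR42, 113 CPM in MR17, 9.68 CPM in KMR78 and 2.32 CPM in KMR19, with 0 counts in KMR72 and KMR46. Pax7, a satellite cell factor, was at 57.6 CPM in MR42 and 5.77 CPM in KMR78, with 0 counts in the other 4 lines. Fgfr4, a receptor of the muscle lineage, was at 14.4 CPM in MR42 and 1.81 CPM in KMR78, with 0 counts in the rest. Fgfr1 averaged 253 ± 60.7 CPM (SD, n = 4) in G12D and 312 ± 18.7 CPM (SD, n = 2) in WT lines, with a log2 fold change of -0.30. The kinase genes Map2k1, Map2k2 and Wee1 had log2 fold changes of 0.41, -0.01 and -0.38. None of the genes in this group that entered the edgeR test passed it, and their adjusted p-values ran from 0.348 for Myf5 to 0.993 for Map2k2.

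Whether the lines group by their K-Ras label was asked next. KMR72, KMR46 and KMR19 resembled each other, with Pearson r from 0.903 to 0.921 across genes, and they were further from MR42 and MR17, with r from 0.825 to 0.854. KMR78 lay nearest the WT lines, with r = 0.920 to MR42 and 0.907 to MR17, against 0.884 to KMR72, 0.868 to KMR19 and 0.858 to KMR46. MR42 and MR17 had r = 0.918. Genes are not independent replicates, so these coefficients describe the lines only. The first principal component held 45.4% of the variance and placed KMR78 at -49.0, between the WT lines (-86.8 and -88.3) and the other G12D lines (55.1 to 93.3). The mean distance between groups exceeded that within groups by 0.0358, the largest of the 15 splits of 6 lines into 4 and 2 (exact permutation p = 0.0667, the smallest this design allows).

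**Figure D1:**
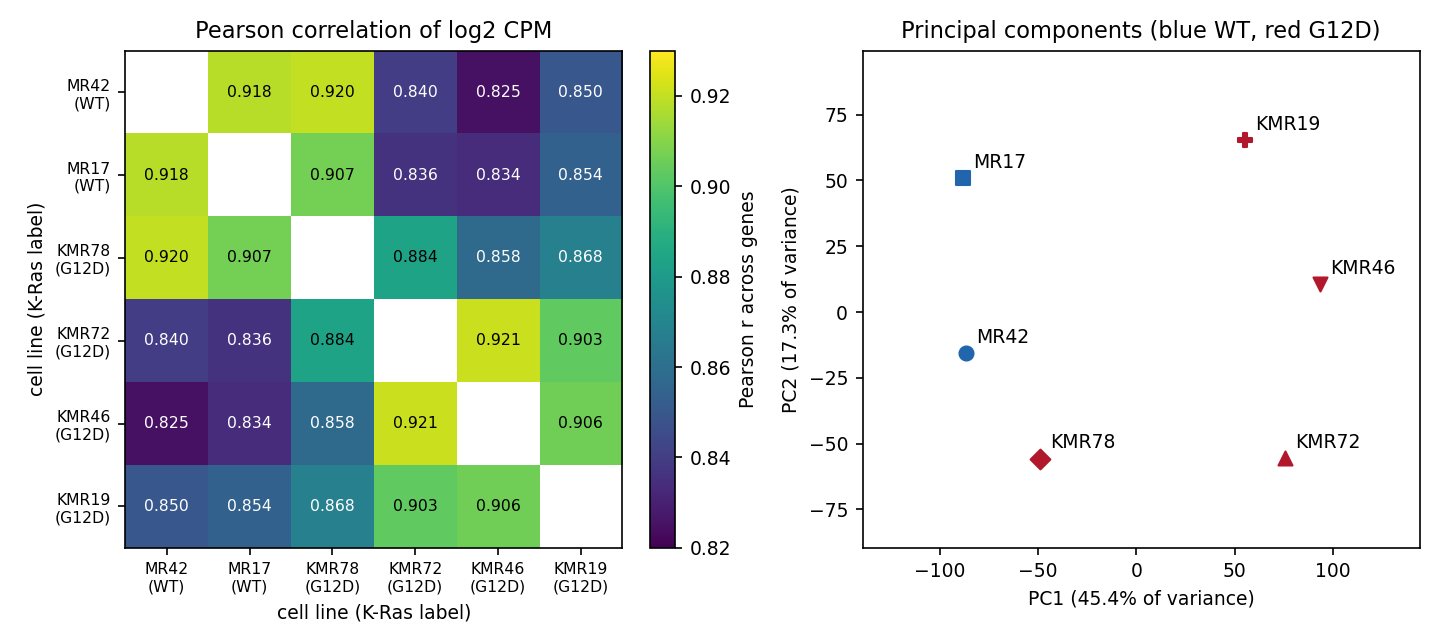
Left, Pearson correlation of log2 CPM across genes for each pair of cell lines, and right, each line on the first 2 principal components (blue, K-Ras WT; red, K-Ras G12D; share of variance in percent on each axis). KMR78 correlates at 0.920 with MR42 and 0.907 with MR17, above its 0.858 to 0.884 with the other G12D lines.

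The main comparison asked which genes differ between tumour cells named K-Ras G12D and K-Ras WT. The clearest differences by the smallest p-values were in Etv1, a transcription factor of the ETS family downstream of Ras/MAPK signalling, and Col5a2, a fibrillar collagen gene. Etv1 (ENSMUSG00000004151, chromosome 12, 38779380 to 38870484) averaged 63.2 ± 12.7 CPM (SD, n = 4) in G12D lines against 3.06 ± 0.913 CPM (SD, n = 2) in WT lines, a log2 fold change of 4.37 (SE 0.407). Col5a2 averaged 132 ± 26.6 CPM (SD, n = 4) against 797 ± 39.3 CPM (SD, n = 2), a log2 fold change of -2.60 (SE 0.261). Trib2, a pseudokinase gene, averaged 45.2 ± 12.8 CPM against 2.26 ± 0.375 CPM, and Stc1, which encodes the secreted glycoprotein stanniocalcin, 18.2 ± 6.59 CPM against 0.345 ± 0.0432 CPM (SD, n = 4 and n = 2). Tnfaip2 averaged 400 ± 52.5 CPM against 34.9 ± 21.3 CPM (SD, n = 4 and n = 2), and Nr2f1 and Bckdhb had log2 fold changes of 3.67 and -2.18. In each of these 7 genes all 4 G12D lines lay on one side of both WT lines, and none passed the edgeR threshold, with an adjusted p of 0.0967 for the first 4.

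Across 14364 genes the edgeR quasi-likelihood test called 0 genes at an adjusted p under 0.05 and a fold change over 1.5, with 1721 genes at an unadjusted p under 0.05 (1021 higher and 700 lower in G12D). DESeq2 called 605 genes (427 higher and 178 lower), with 2087 at an unadjusted p under 0.05 among 14711 genes. On simulated counts with 230 of 14364 genes changed, 42.4% of the calls of DESeq2 were false, against 9.13% for edgeR. Of the unchanged genes there, DESeq2 called 0.571% and edgeR 0.0472%. The false share depends on how many genes were made to change, so 42.4% cannot be applied to the 605 calls. As the false share among those is unknown, the DESeq2 calls are given as values below. All 4 G12D lines lay above both WT lines in 1667 genes (11.6%) and below in 1580 genes (11%). For interchangeable lines the mean over all 15 splits into 4 and 2 would be 6.67% each way. Genes vary together and these shares were not counted for the other splits, so they do not set the K-Ras split apart from others. Without KMR78 edgeR called 87 genes and without MR17 it called 1, and with KMR78 placed among the WT lines it called 273.

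Among expressed protein-coding genes that DESeq2 called and that had all G12D lines on 1 side of both WT lines, those with the largest fold changes included several that were near absent in 1 group. Among those higher in G12D, Nefl and Nefm, which encode neurofilament subunits, stood at 187 and 96.9 CPM in KMR72, 138 and 171.8 CPM in KMR46, 30.1 and 32.6 CPM in KMR78 and 1.03 and 2.54 CPM in KMR19, with at most 0.21 CPM in the WT lines. Esm1 was at 257 CPM in KMR78, 169 CPM in KMR72, 528 CPM in KMR46 and 4.68 CPM in KMR19, and at most 0.97 CPM in WT lines. Slc14a1 was at 174 CPM in KMR72, 28.4 CPM in KMR46, 14.2 CPM in KMR78 and 0.36 CPM in KMR19, against at most 0.05 CPM in the WT lines. H2-Q7, a class I histocompatibility gene, ranged from 4.8 to 138 CPM in G12D lines against at most 0.43 CPM. Trim30d, Plet1, Ifi206 and Ptchd1 had 0 counts in both WT lines and peaked at 45.6, 23.4, 24.9 and 15.8 CPM in a G12D line, and Trim54 ranged from 0.44 to 31.8 CPM against at most 0.05 CPM. Among those lower in G12D, Sim2, a transcription factor, was at 127 CPM in MR42 and 55.3 CPM in MR17 and at most 1.65 CPM in G12D lines. Cdh3, which encodes P-cadherin, was at 110 and 17.3 CPM in the WT lines and at most 1.03 CPM in G12D lines. Ifi202b was at 51.7 and 6.03 CPM against at most 0.09 CPM, and Slc13a5 at 91.1 and 11.9 CPM against at most 1.21 CPM. Hoxc13, Pkp1, Sema4f and Ifitm10 had log2 fold changes between -5.69 and -4.47 in edgeR. Gpx3, at 75.7 CPM in MR42, 5.61 CPM in MR17 and at most 3.96 CPM in G12D lines, had -4.81, or -1.97 without MR42, and Rab15, at 53.8 CPM in MR17, 3.06 CPM in MR42 and at most 2.91 CPM in G12D lines, -4.14, or -0.92 without MR17. The edgeR adjusted p-values of all genes in this group lay between 0.188 and 0.361.

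**Figure D2:**
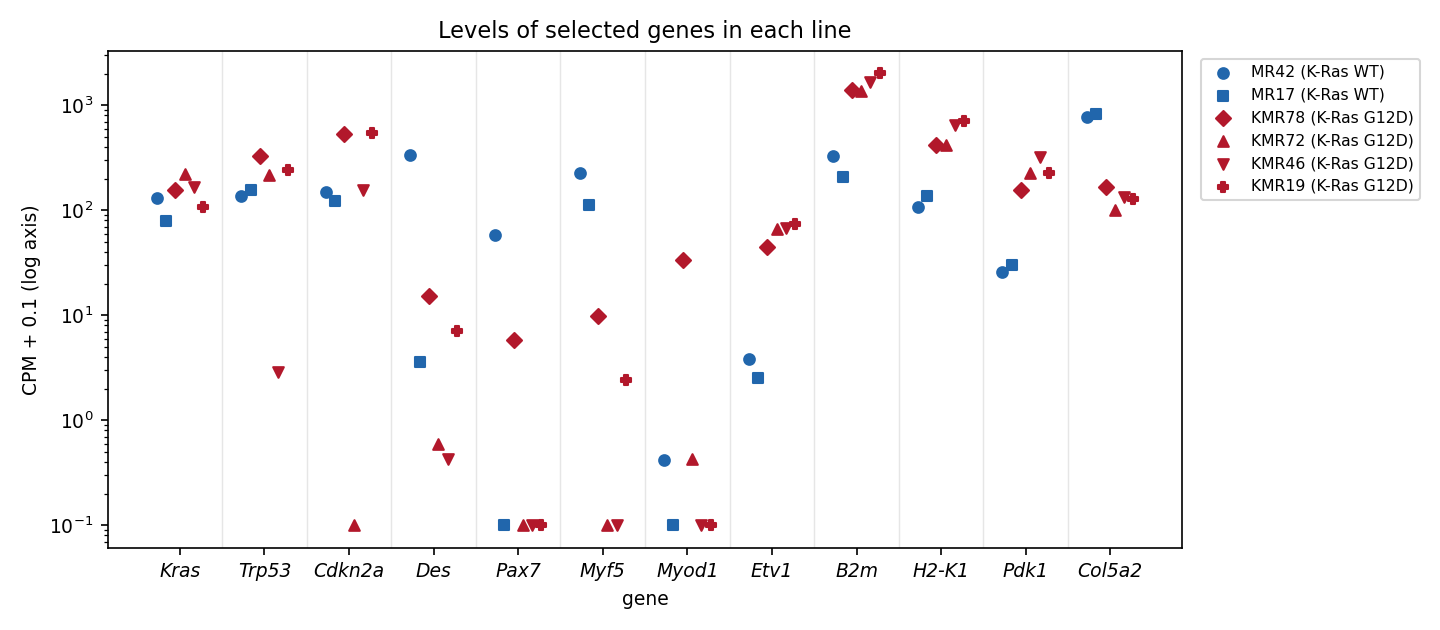
Level of 12 genes in each of the 6 lines in CPM, with 0.1 added, on a log axis (blue, K-Ras WT; red, K-Ras G12D; 1 point per line and gene). Etv1, B2m, H2-K1 and Pdk1 lie higher and Col5a2 and Myf5 lower in all 4 G12D lines than in both WT lines, Trp53 is at 2.76 CPM in KMR46, and Cdkn2a has 0 counts in KMR72.

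By camera with its preset correlation, targets of Ras/MAPK signalling and genes of glycolysis rose as lists in the G12D lines (adjusted p = 4.07e-09 each). With an estimated correlation neither list passed (adjusted p = 0.310 and 0.298). Of 30 Ras/MAPK output genes 25 were higher and 5 lower, with a median log2 fold change of 0.85, and all 4 G12D lines lay above both WT lines in 14 of them. Besides Etv1, Spry4, a feedback inhibitor of the pathway, averaged 81.5 ± 28.9 CPM (SD, n = 4) against 20.9 ± 2.17 CPM (SD, n = 2), and Dusp6, which encodes an ERK phosphatase, had a log2 fold change of 1.87 (SE 0.407). Of 21 glycolysis genes 19 were higher and 2 lower, with a median of 0.99, and 12 had all G12D lines above both WT lines. Pdk1, an inhibitory kinase of pyruvate dehydrogenase, averaged 231 ± 68.8 CPM (SD, n = 4) against 28.01 ± 3.25 CPM (SD, n = 2), and Pfkl, a phosphofructokinase gene, 275 ± 17.3 CPM against 107 ± 16.7 CPM (SD, n = 4 and n = 2). In each list 0 members passed edgeR over all genes, 9 passed when adjusted over the list alone, and DESeq2 called 5. Both medians were the largest of the 15 splits (exact permutation p = 0.0667 each, two-sided).

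Cholesterol synthesis genes also rose as a list by camera (adjusted p = 3.33e-10), with all 20 members higher in the G12D lines and a median log2 fold change of 1.17. With an estimated correlation the list did not pass (adjusted p = 0.377). Insig1, a sterol sensor of the pathway, averaged 132 ± 48.0 CPM (SD, n = 4) against 34.1 ± 0.187 CPM (SD, n = 2), and Msmo1, a sterol oxidase gene, 259 ± 81.1 CPM against 75.7 ± 19.9 CPM (SD, n = 4 and n = 2). The sterol-regulated gene Pcsk9 was at 139, 117 and 244 CPM in KMR72, KMR46 and KMR19 and at 1.98 CPM in KMR78, near the 0.91 and 3.51 CPM of the WT lines. In 12 of the 20 genes all G12D lines lay above both WT lines. Over all genes 0 members passed edgeR, 10 passed when adjusted over the list alone, and DESeq2 called 5.

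Class I antigen presentation and interferon response genes rose as lists in the G12D lines by camera (adjusted p = 7.2e-08 and 9.24e-11). With an estimated correlation neither passed (adjusted p = 0.377 and 0.426), and in the exact permutation over the 15 splits both medians had p = 0.133. The interferon median of KMR78, 0.935, lay between those of MR42 (1.57) and MR17 (-1.57) relative to the mean of the WT lines. B2m, the invariant chain of class I molecules, averaged 1612 ± 297 CPM (SD, n = 4) against 270 ± 88.0 CPM (SD, n = 2), H2-K1 547 ± 151 CPM against 122 ± 20.1 CPM, and H2-D1 846 ± 185 CPM against 204 ± 50.8 CPM (SD, n = 4 and n = 2), and all 3 were higher in KMR78 too. Of 19 class I and antigen processing genes 15 were higher and 4 lower, with a median of 0.74. Relative to the mean of the WT lines, the list median of KMR78 was 0.165. This lay nearer the WT lines (0.0604 and -0.0604) than the other G12D lines (0.779 to 1.11). The peptide transporter gene Tap1 and the class I regulator Nlrc5 stood at 14.1 and 1.37 CPM in KMR78, against 66.5 to 126 and 11.8 to 25.8 CPM in the other G12D lines and at most 18.4 and 1.02 CPM in the WT lines. H2-K1, H2-D1 and Tap1 lie on chromosome 17. There the reads of some genes, among them Rps18 near H2-K1, were split differently with pseudogenes in KMR78 (given below). Whether this affects the KMR78 counts of these 3 genes was not tested. Of 27 interferon response genes 26 were higher and 1 lower, with a median of 2.04. Bst2, which encodes tetherin, averaged 272 ± 118 CPM (SD, n = 4) against 40.4 ± 43.7 CPM (SD, n = 2), and Oas2, an antiviral enzyme gene, was at 1.04 CPM in KMR78 and 21.6 to 62.7 CPM in the other G12D lines, against 0.86 CPM in MR42 and 0 counts in MR17.

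For the class I list 0 members passed edgeR over all genes, 5 passed when adjusted over the list alone, and DESeq2 called 8, and for the interferon list these counts were 0, 0 and 5. Without MR42 the interferon median was 4.83 and without MR17 it was 1.20.

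Chemokine, cytokine and protease genes rose as a list by camera (adjusted p = 0.0101), with 17 of 25 higher, 8 lower and a median of 1.81. With an estimated correlation the list did not pass (adjusted p = 0.377). Ccl2, which encodes a monocyte chemoattractant, averaged 116 ± 72.9 CPM (SD, n = 4) against 13.5 ± 0.186 CPM (SD, n = 2), highest in KMR78 at 223 CPM. Mmp13, a collagenase gene, ranged from 2.37 to 7.71 CPM in G12D lines against 0.11 and 0.47 CPM. Serpine1, an inhibitor of plasminogen activation, went the other way, at 37.7 to 601 CPM in G12D lines against 1800 and 4105 CPM in WT lines. Over all genes 0 members passed edgeR, 1 passed when adjusted over the list alone, and DESeq2 called 5. The camera call was lost without KMR78 (median 1.11, adjusted p = 0.155), without MR17 (2.21, adjusted p = 0.0663), on the R172H/+ lines only (0.83, adjusted p = 0.191) and with KMR78 placed among the WT lines (0.00, adjusted p = 0.747), and without MR42 the median was 2.91.

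Smooth muscle and myofibroblast genes and YAP/TAZ target genes fell as lists in the G12D lines by camera (adjusted p = 0.000201 and 0.000421). Neither passed with an estimated correlation (adjusted p = 0.377 for each). Of 16 smooth muscle genes 15 were lower and 1 higher, with a median log2 fold change of -0.95. Acta2, smooth muscle actin, was at 81.5, 2.54 and 92.0 CPM in KMR72, KMR46 and KMR19, against 2213 CPM in KMR78 and 3524 and 2622 CPM in the WT lines. Synpo2, an actin-binding protein gene, averaged 4.04 ± 4.83 CPM (SD, n = 4) against 40.0 ± 11.8 CPM (SD, n = 2). Of 20 YAP/TAZ targets 14 were lower and 6 higher, with a median of -0.68. Relative to the mean of the WT lines, the list median of KMR78 (-0.364) lay near that of MR42 (-0.325). It was 0.325 in MR17 and -1.36 to -0.918 in the other G12D lines. Ccn2, a member of the list, was at 904 CPM in KMR78, between the WT lines, and at 16.1 to 51.5 CPM in the other G12D lines. Ajuba, a LIM domain protein gene, averaged 57.5 ± 11.2 CPM against 207 ± 83.7 CPM, and Amotl2, an angiomotin family gene, 86.5 ± 38.1 CPM against 378 ± 117 CPM (SD, n = 4 and n = 2). Over all genes 0 members of either list passed edgeR. Adjusted over the list alone, 0 smooth muscle genes and 3 YAP/TAZ targets passed, and DESeq2 called 1 and 4. Without KMR78 the smooth muscle median was -2.29, on the R172H/+ lines only -1.78, with KMR78 among the WT lines -2.50, and without MR42 -0.59, and without MR17 the YAP/TAZ median was -0.09 (adjusted p = 0.132).

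Sarcomere and proliferation genes fell as lists by camera (adjusted p = 0.0166 and 0.0325). Neither passed with an estimated correlation (adjusted p = 0.690 and 0.377). Of 19 sarcomere and terminal muscle genes 17 were lower and 2 higher, with a median of -0.78, and Myom2, an M-band protein gene, was at 9.29 CPM in MR42 and at most 0.55 CPM in the other lines. The list median was 1.31 in MR42 and 0.518 in KMR78 relative to the mean of the WT lines, against -1.31 in MR17 and -1.78 to -1.64 in the other G12D lines. Of 26 proliferation genes 21 were lower and 5 higher, with a median of -0.22, and Rrm2, a ribonucleotide reductase gene, averaged 246 ± 109 CPM (SD, n = 4) against 733 ± 2.54 CPM (SD, n = 2). Mki67, a marker of cycling cells, had a log2 fold change of 0.99 in the other direction (SE 0.976). In both lists 0 members passed edgeR over all genes and 0 when adjusted over the list alone, and DESeq2 called 1 in each. Without MR42 the sarcomere median was 0.64 (adjusted p = 0.916), without MR17 -1.99, without KMR46 -0.45 (adjusted p = 0.05005), without KMR78 -1.27, on the R172H/+ lines only -1.18, and with KMR78 among the WT lines -1.54. The proliferation call was lost without KMR78 (adjusted p = 0.116), without KMR46 (0.0670), without MR17 (0.277), on the R172H/+ lines only (median -0.14, adjusted p = 0.316) and with KMR78 among the WT lines (median -0.11, adjusted p = 0.366).

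**Figure D3:**
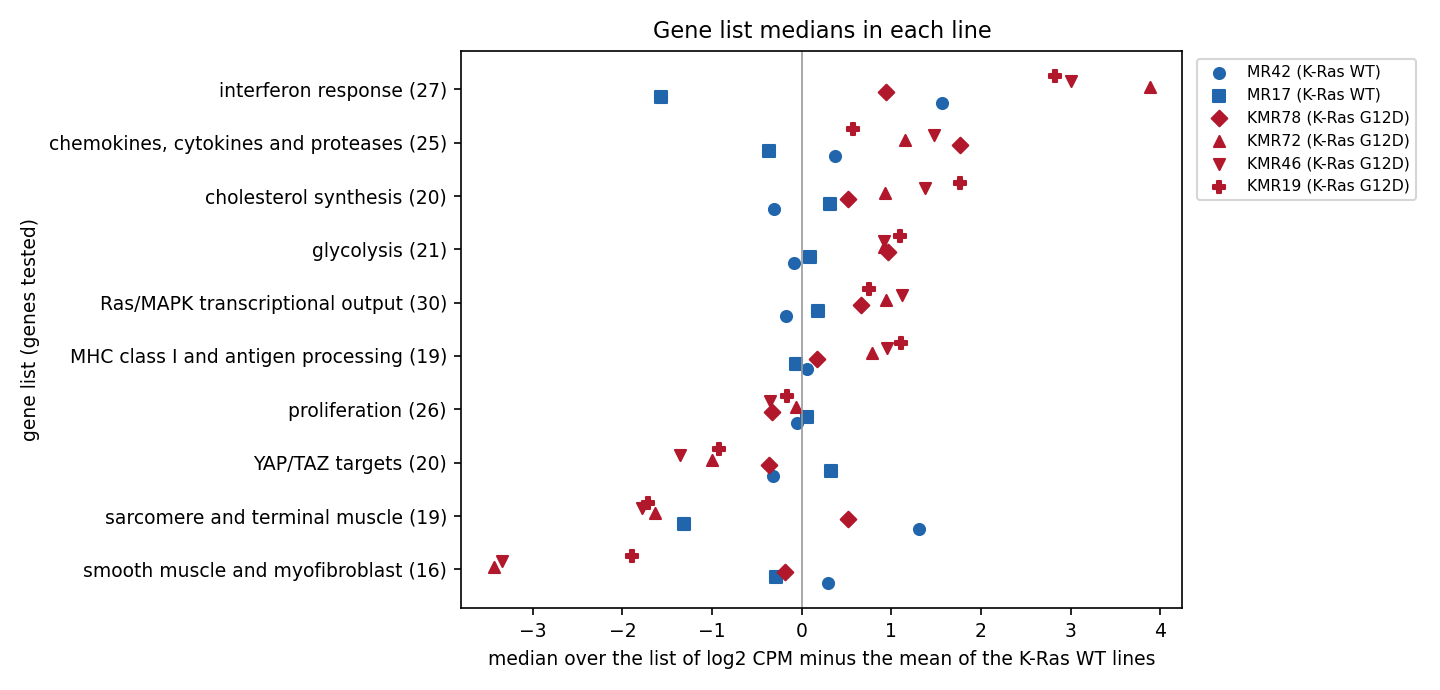
Median over each gene list of log2 CPM minus the mean of the K-Ras WT lines, 1 point per line (blue, K-Ras WT; red, K-Ras G12D), for the 10 lists that passed camera with its preset correlation; the number of genes tested is in brackets. The glycolysis medians of the 4 G12D lines lie from 0.913 to 1.10, and in the smooth muscle list KMR78 at -0.183 lies between the WT lines.

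The other lists did not pass camera. The myogenic specification list had 9 genes higher and 11 lower (median -0.76, camera adjusted p = 0.109), FGF and IGF signalling 10 and 16 (median -0.39, 0.0961), and the positional list 13 and 17 (median -0.12, 0.0703). Among FGF and IGF genes Igf1 was at 11.2 and 1.68 CPM in the WT lines and at most 0.82 CPM in G12D lines, and Igfbp2 was at 386 CPM in MR42 and at most 1.37 CPM elsewhere. The camera adjusted p was 0.0895 for ribosomal proteins (median 0.13), 0.193 for early stress (0.50), 0.429 for p53 targets (0.09), 0.518 for oxidative phosphorylation (0.23), 0.640 for mRNA splicing (-0.07), 0.631 for the hedgehog pathway (-0.26), 0.270 for the Wnt pathway (0.00), 0.276 for the Notch pathway (-0.46) and 0.316 for interstitial fibroblast and matrix genes (0.01). The median of the Wnt and fibroblast lists was just above 0 where camera gave a lower direction, and the means of the hedgehog (0.35) and Notch (0.14) lists were above 0 where the median and camera were below. With an estimated correlation every list had an adjusted p of 0.298 or more. Adjusted over the list alone, 2 ribosomal, 1 fibroblast, 1 Wnt and 4 positional genes passed, and 0 in the others named here, and over all genes 0 passed in each.

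Members of these lists named here did not pass edgeR. Bbc3 and Ddit4, p53 targets, had log2 fold changes of 2.65 and 1.27, and Trib3 and Nr4a1, stress genes, 2.87 and 1.83. Ccn4, a secreted Wnt target, had -2.40, Wnt10b -3.08 (-1.74 without MR17) and the Notch modifier gene Lfng -1.08, and Hey2 was below 1 CPM in every line. The hedgehog co-receptor gene Cdon, at 508 CPM in MR42, 45.8 CPM in MR17, 78.2 CPM in KMR78 and at most 27.7 CPM in the other lines, had -2.99, or -0.42 without MR42. Foxl1, at 34.1 CPM in MR17, 3.65 CPM in MR42, 6.6 CPM in KMR78 and at most 3.03 CPM in the others, had -2.44, or -0.07 without MR17. Fn1, which encodes fibronectin, averaged 1213 ± 169 CPM (SD, n = 4) against 2728 ± 837 CPM (SD, n = 2). Eya1, a muscle precursor factor, had 1.47, the splicing genes Srsf5 and Sf3b3 0.92 and -0.76, and Ndufa4 and Uqcrc2 of the respiratory chain -0.96 and 0.74. Rpl3 and Rps7 had log2 fold changes of 3.34 and 2.22, and both are uncertain because most of their reads lay in pseudogenes. More generally, paralogs, pseudogenes, overlapping genes and antisense genes may share reads, since the strand and multi-mapping settings of the counting were not stated.

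Positional genes mark the body region that cells derive from. Hoxa9, Hoxa10, Hoxc10 and Tbx15 were above 18 CPM in every line, with log2 fold changes of -0.04, 0.59, -0.05 and -0.19. Hoxa11 had a log2 fold change of 1.65, Hoxc8 -2.06 and Tbx1 -6.08, and Pitx2 was at 103 and 57.1 CPM in the WT lines and at most 11.01 CPM in G12D lines. Hoxd8 was at 36.1 CPM in KMR78 and 44.0 CPM in KMR46 and at most 1.15 CPM in the others, and Hoxd9 followed at 2.86 and 7.5 CPM. Hoxc12 was at 25.5 CPM in MR17 and at most 5.31 CPM elsewhere, and Hoxc11 at 2.05 CPM in KMR72 and 18.6 to 45.1 CPM elsewhere. Isl1 and Msx1 were at 17.0 and 19.96 CPM in KMR72 and 5.71 and 10.2 CPM in KMR19, and at most 0.16 and 2.7 CPM in the other lines. Tbx4 was at 5.31 CPM in MR42 and at most 0.06 CPM elsewhere, and Hoxa1, Hoxa3, Hoxa5, Hoxa7, Hoxc4, Hoxc6 and Hoxc9 had log2 fold changes between -0.72 and 0.39. The sex-linked list (median 0.19, camera adjusted p = 0.736) split the lines across the groups. Xist was at 148 CPM in MR42 and 77.4 CPM in KMR19, and Ddx3y, Kdm5d, Eif2s3y and Uty were at 7.97 to 59.0 CPM in MR17, KMR78 and KMR72. KMR46 had 0 counts of these 4 Y-linked genes and 0.06 CPM of Xist.

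Markers of other cell types that such cultures could hold were mostly near the limit of detection, with exceptions such as Spp1. The immune markers Ptprc, Lyz2 and Tyrobp reached at most 0.21 CPM, while Cd14 averaged 25.5 ± 13.1 CPM (SD, n = 4) against 5.14 ± 0.290 CPM (SD, n = 2), and Cd68 was at 6.38 CPM in KMR19 and 1.54 to 1.98 CPM elsewhere. The immune list had 3 tested genes, all higher (median 1.35, camera adjusted p = 0.0746, 1 passed over the list alone). The endothelial list had 2 tested genes and no set test: Flt1 ranged from 3.86 to 90.2 CPM in G12D lines against 0.38 and 1.47 CPM, and Egfl7 from 4.34 to 12.5 CPM against 0.91 and 1.36 CPM, and both passed over the list alone. Krt19, a keratin gene, ranged from 19.4 to 170 CPM against 5.24 and 7.35 CPM, and Krt18 from 0.49 to 183 CPM against 1.02 and 20.1 CPM, in an epithelial list of 5 genes (median 0.37, camera adjusted p = 0.283, 1 passed over the list alone). The Schwann and neural list of 8 genes (median 0.01, mean 2.12, camera adjusted p = 0.631) had 1 pass over the list alone, Nefl, while Tubb3 had a log2 fold change of -0.65. Adipocyte genes (4 tested, median -0.11, camera adjusted p = 0.640) included Lpl at 0.05 CPM in MR17 and 87.8 CPM in KMR19 and Cebpa at 3.26 to 28.2 CPM, with 0 passing over the list alone. Chondrocyte and osteoblast genes (9 tested, median 0.20, mean -0.05 and camera lower, adjusted p = 0.631) had 1 pass over the list alone. Spp1 was high in every line, at 1136 to 5601 CPM in G12D lines against 1763 CPM in MR42 and 223 CPM in MR17 (log2 fold change 1.77). Sox9 ranged from 46.9 to 177 CPM in G12D lines against 45.1 and 60.8 CPM.

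The p53 genotype was compared within the G12D lines, KMR46 (F/+) against KMR72 and KMR19 (R172H/+), without KMR78. Despite the wild-type allele in its label, KMR46 held little Trp53 RNA, so the contrast sets such a line against lines with mutant p53. Trp53 itself was at 2.76 CPM in KMR46 against 215 and 243 CPM, a log2 fold change of -6.37 (SE 0.506, edgeR adjusted p = 0.105). Cadm1 and Cd81, which encode cell surface proteins, stood at 0.06 CPM each in KMR46, against 19.1 to 52.0 CPM and 102 to 359 CPM in the other 5 lines. Loxl1, a lysyl oxidase family gene, had 0 counts in KMR46, against 65.4 to 414 CPM in the other lines. These 3 genes were chosen after their values were seen, because the naming rule for this contrast required passing genes. By list median, chemokine and protease genes rose (0.38), and ribosomal protein (-0.32) and smooth muscle genes (-1.28) fell in KMR46. These lists were picked by camera with its preset correlation, and none was with an estimated correlation. With a single F/+ line the medians describe KMR46 only. Relative to the mean of the WT lines, the ribosomal median of KMR46 (0.0673) lay near that of KMR19 (0.0932) and below that of KMR72 (0.513), and its smooth muscle median (-3.34) lay near that of KMR72 (-3.43) and below that of KMR19 (-1.89), so each fall was against 1 of the 2 lines. Acta2 was at 2.54 CPM in KMR46 against 81.5 and 92.0 CPM. The p53 target list had a median of -0.22 (camera adjusted p = 0.732).

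Across 15278 genes edgeR called 0 in the p53 contrast, with 654 at an unadjusted p under 0.05, and DESeq2 called 156 (41 higher and 115 lower in KMR46). The F/+ arm was 1 line, assumed to vary like the others, so what belongs to the p53 genotype and what belongs to KMR46 cannot be separated. Without KMR72 edgeR called 6 genes and without KMR19 it called 7.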

Values the study reported

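The study reported RNA sequencing of 4 cell lines, KMR19, KMR46, KMR72 and KMR78, which it compared with normal gastrocnemius muscle rather than with the K-Ras wild-type lines. For signatures it asked for a change of at least 1.5-fold at a false discovery rate of at most 0.05. In its tumours, 30% (2391 genes) of the 7900 genes changed in fusion-negative human rhabdomyosarcoma overlapped with the K-Ras wild-type signature, and 45% (3585 genes) with the K-Ras G12D signature. Cells of KMR19, KMR46 and KMR72 formed tumours when injected into muscle, and cells of MR17 and MR42 had formed none after 2-4 months.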

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

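All tests in this part were chosen after the results were seen, except the screen for a line far from the other 3 G12D lines, which was fixed beforehand. That screen (gap to the nearest line over the range, against the 95% critical value of Dixon) used log2 of CPM plus 0.5 for genes. It covered 136 values and picked out 12: 5 in KMR78, 3 in KMR72, 2 in KMR46 and 2 in KMR19. Chance picks out about 1 in 20 groups of normally distributed values, a rate that does not hold for genes at 0 counts in most lines. KMR78 stood far above the other G12D lines in the sarcomere list median (0.518 against -1.78 to -1.64), Myog (1.43 CPM against at most 0.06), Myod1 (33.6 CPM against at most 0.33), Fgfr4 (1.81 CPM against 0 counts) and Igfbp2 (1.37 CPM against 0 counts). With 0 counts in the other 3 lines any level gives a ratio of 1.0, so the flags of Fgfr4 and Igfbp2 carry no weight. Myog, and Xist in KMR19 below, came close to this case. KMR72 was highest in the ribosomal list median (0.513 against 0.0673 to 0.123) and lowest in Hoxa1 (1.38 CPM against 4.01 to 4.1) and Hoxc9 (13.1 CPM against 28 to 30.7). KMR46 was lowest in Trp53 (2.76 CPM against 215 to 332) and Hoxa10 (44.3 CPM against 65.2 to 67.2). KMR19 was highest in Cd68 (6.38 CPM against 1.54 to 1.98) and Xist (77.4 CPM against at most 0.06).

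The first pattern is that KMR78 lay nearer the WT lines than the other G12D lines, with r = 0.920 to MR42 against 0.858 to 0.884. RNA or cells of a WT line mixed in at a share of 5% or more would keep every gene expressed in both WT lines above that share, yet 8 of 8735 such genes lay under 5% of the lower WT level, among them Grb10 (2.25 CPM against 170 and 266); the 5% bound was picked after counts at bounds from 1% to 20% were seen (2 genes under 1%, 32 under 20%), in place of a first test. A share of under 5% would leave genes absent from the other G12D lines at no more than 5% of the WT level, but of 11 genes at 10 CPM or more in both WT lines and under 0.5 CPM in the other 3 G12D lines, 9 lay above 5% of the higher WT level in KMR78, at 12.3% to 144% (the first test asked how many lay under 2% of the lower level, and 1 did). Wild-type K-Ras in KMR78, as its genotype field says against its title and the study, which also used it as a K-Ras mutated line in lung metastasis and drug tests, stays open here: its Ras/MAPK median of 0.665 lay above both WT lines (-0.176 and 0.176), but this test had little power, since with 2 WT lines a further one could lie as high as 3.87. The study lists another line, MF21, with the genotype given in that field (K-Ras WT, p53 F/+), and no library here is labelled MF21. Whether the library of KMR78 came from another line was not tested. Its muscle precursor genes and tumour of origin may also differ, which was not tested.

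The second pattern is that reads split differently between parent genes and their processed pseudogenes from line to line: Capza1 took 14.0% to 16.1% of its family in MR42, MR17 and KMR78 and 66.1% to 67.5% in the others, and Rpl34, also on chromosome 3, 1.3% to 1.5% against 37.2% to 38.8%. A library-wide change in read assignment would move most families in some line, but the most in any line was 9 of 85, in MR42 (upper 95% limit 18.9%), by 10 points or more from the median of the others, and 8 of the 57 with a mean share of 10% to 90%; the first test asked for 80% of families under 10 points between all lines, found 66 (77.6%), and after that was seen was loosened to 50%, restored and at last replaced. Inherited sequence variants in chromosome segments that differ between the lines are a candidate explanation: shifted families with the same split of lines shared a chromosome in 9 pairs against a mean of 1.37 (permutation p = 0.0001, the smallest 10000 permutations can give). Most of these pairs were formed among the 4 families on chromosome 17 with a low share in KMR78 (Rps2, Rps18, Rnps1 and Atp6v0c). Capza1 and Rpl34, by which the pattern was described, formed another. Pairs among the same families are not independent, so the p-value rests largely on chromosome 17 and does not speak for segments in general. No variants were read, because the deposited values are gene counts.

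The third pattern is that 8 neighbouring genes on chromosome 7 (29303951 to 29906572, GRCm38), Dpf1, Sipa1l3, Zfp84, Zfp30, Zfp790, Zfp940, Zfp420 and Zfp27, had 0 counts in MR17 and were expressed in the other 5 lines. The next gene, Zfp383, was at 0.1 CPM in MR17 and 3.37 to 8.65 CPM in the other lines. The stated end of the run therefore depends on the cutoff, 2% of the lowest other line. Too few reads would leave about 3 counts or fewer, but the lowest other line sets at least 29.7 for each gene. A general loss of reads from zinc finger genes would lower other Zfp genes, whose median ratio was 1.03 over 255 genes. Only 1 of these, Zfp383, was under 2% of the mean of the other lines. Reads moved from the genes of the run to a few related genes would not show in that median, so this was not tested. A lost or silenced segment may account for the run, and the 2 cannot be separated with gene counts. Absent genes were neighbours in 7 pairs in MR17 against a mean of 0.161 (permutation p = 0.0001, the smallest possible). These pairs are those of the run itself, so the p-value restates the pattern and adds no separate support. The permutation p was 0.0094 in KMR72 (Cdkn2a and Cdkn2b, both 0 counts, a pair noticed before the test), 0.0446 in KMR46 (Pmp22 and Hs3st3b1) and 1.0 in KMR78, MR42 and KMR19. The test first used genes at 5 CPM or more in the other lines, with permutation p = 0.0004 in MR17, 0.0034 in KMR72 and 1.0 in the other 4, and was widened to 1 CPM after that was seen.

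For the DESeq2 count, 1 of the 15 splits of 6 lines into 4 and 2 gave as many genes, the real one with 605, and the highest other split gave 551. For edgeR with KMR78 among the WT lines, 1 of the 10 splits into 3 and 3 gave as many, this alternative grouping itself with 273, and the highest other gave 1. Both designs have too few splits for a share under 0.05.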

How the results depend on the processing

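The DESeq2 fits without KMR78 and on the R172H/+ lines only, the pseudogene sums and the protein-coding restriction were chosen after seeing the data. Against 0 genes by edgeR between the K-Ras groups, DESeq2 called 605, edgeR without the low-count filter 22 (14 higher, 8 lower), with KMR78 among the WT lines 273 (119 higher, 154 lower) and on the R172H/+ lines only 5 (0 higher, 5 lower). DESeq2 called 1816 (992 higher, 824 lower) without KMR78 and 1335 (693 higher, 642 lower) on the R172H/+ lines. Leaving out 1 line gave 0 to 87 genes, with 87 without KMR78 and 1 without MR17. All other settings gave 0. The cause was not tested. Against 10 lists by camera, 0 passed with an estimated correlation and 0 by fry in 1 direction, and leaving out 1 line gave 9 to 12. Camera with its preset correlation was also run with other pairs of lines in place of the WT pair. It passed 12 lists each for MR42 with KMR78, KMR72 with KMR46 and KMR72 with KMR19, and 3 to 9 for the remaining pairs. The number of lists passing therefore does not set the K-Ras groups apart from other splits. Fry in either direction passed 9 lists, of which 5 were among the 10. In the p53 comparison DESeq2 called 156, edgeR without the filter 257 (102 higher, 155 lower), and leaving out 1 line gave 0 to 7, with 6 without KMR72 and 7 without KMR19. For Trp53 the log2 fold change of 0.44 became -0.79 by limma-voom and -0.44 with KMR78 among the WT lines, and Ccl2 became -0.0398 with KMR78 there. Leaving out 1 line moved Des from -6.00 to 0.71, Map2k2 from -0.27 to 0.29, Fgfr4 from -4.97 to 6.12, Igfbp2 from -10.14 to 0.0898 and the sarcomere median from -1.99 to 0.64, with the positive ends all without MR42, and Map2k2 was 0.13 without KMR46 and 0.03 without KMR19. Kras kept its direction in 18 settings, from 0.33 to 1.03 over the lines left out, and the similarity statistic in 8, from 0.0223 to 0.0723. Over named genes and settings 1187 values kept direction and side of the threshold, and 86 newly passed, 53 of them under DESeq2. Many named genes had been picked because DESeq2 called them with all G12D lines on 1 side of both WT lines, or by smallest edgeR p. That choice favours kept directions and passes under DESeq2, so these counts do not measure how robust the results are. Over list medians 98 kept both and 21 no longer passed. No paired analysis was possible because the labels give no replicate numbers and each line is its own tumour line. With 3 counts as the limit, genes under 0.167 CPM cannot be compared at this depth.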

Other observations

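Cdkn2a and Cdkn2b, tumour suppressor genes next to each other on chromosome 4, had 0 counts in KMR72 and were at 123 to 539 CPM and 24.5 to 187 CPM in the other lines. Their neighbour Mtap, a methionine salvage gene, was at 1485 CPM in KMR72 and 215 to 379 CPM elsewhere. Cdkn1a, a p53 target that halts the cell cycle, was at 110, 65.6 and 39.0 CPM in KMR72, KMR46 and KMR19 and 26.9 CPM in KMR78, against 10.3 and 12.9 CPM in the WT lines. Sox2, a stem cell factor, was at 137 CPM in KMR72 and 173 CPM in KMR46, with 0.31 CPM in KMR19 and 0 counts in KMR78, MR42 and MR17. Foxg1, a forebrain factor, ranged from 5.93 to 135 CPM in G12D lines against 0.54 and 0.21 CPM. Klra4, a gene of the Ly49 receptor family, was at 230 and 169 CPM in KMR72 and KMR46 and 1.66 and 0.05 CPM in the WT lines. Gapdh was at 7.46 to 11.3 CPM in every line, while Pkm and Eno1 of the same pathway were at 2719 to 4462 and 591 to 1399 CPM. Reads shared with paralogs or pseudogenes may affect the Gapdh count, which was not tested, so it is not a measure of Gapdh RNA. These genes were chosen after their values were seen.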
